A study of Caenorhabditis elegans with 20 samples. Its data were reported in "H3.3K27M-induced chromatin changes drive ectopic replication through misregulation of the JNK pathway in C. elegans" (2019).

How the data were processed

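The data were 27 deposited genome tracks from native ChIP-seq of 8 C. elegans strains, of which 23 were used. The 4 remaining tracks matched no described library and were not used here. Samples were grouped by the strain and antibody in their labels, which gave 10 IP libraries and 10 input libraries with 1 library per group. Per the study's methods, nuclei of young adult worms were digested with MNase, and chromatin was precipitated with antibodies against H3K27me2/me3, H3K36me3 or the OLLAS tag. Libraries were sequenced as paired ends and mapped by the authors to the genome build WBcel215 with Novoalign at default settings. The authors binned the reads, taking the maximum number of reads present in each bin, and scaled all files to the same number of reads. Each final track pools the mapped reads of those replicates the authors kept after a quality check, and how many these were per track is not stated. The final tracks were described as smoothed, to an extent that is not stated; single bins of the input-subtracted tracks could nevertheless be solved for whole reads, which smoothing across bins would not allow.

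The deposited tracks were of 2 kinds. The log2 tracks hold, per the authors, log2 of IP over input for each bin; 6 strain and antibody combinations had a version in 1 kb bins and 4 had one in 10 kb bins. The other tracks hold input-subtracted signal, which the authors obtained as scaled IP reads minus scaled input reads for each bin; all 10 combinations had a version in 100 bp bins and 3 had one in 1 kb bins. The last listed base of each chromosome was read from the tracks (17718800 on X). Bins of the mitochondrial genome were left out. With scaling to equal read numbers, a loss of a mark from one part of the genome can raise the values elsewhere, so the tracks were not used to compare the total amount of a mark. The mean was near 0 in the 1 kb input-subtracted tracks (-0.065 to 0.034), but ranged from -1.32 to 19.5 in those of 100 bp bins. Subtraction gives weight to bins with many reads, and the log2 ratio gives weight to bins with few. A value of exactly 0 can mean that no read fell in a bin.

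Depth was worked out from the 100 bp input-subtracted tracks. The worth of 1 IP read and of 1 input read was taken from the commonest values beside empty bins, and each bin was then solved for whole numbers of IP and input reads, taking the solution with the fewest input reads (tolerance 2e-08, scaled input up to 1500). Between 99.98% and 99.99% of the bins of each track were solved. For the 3 combinations with both kinds of track in 1 kb bins, IP and input could be computed without any search in most of the 100269 bins. These were 98397 bins for wild-type H3K27me3, 99034 for H3.3K27M H3K27me3 and 97021 for H3.3K27M OLLAS. Of these bins, 100% gave whole reads with the same worth per read. There, the values fit a count of 1 scaled read added to IP and to input before the ratio. The procedure was tested on simulated reads for all 10 tracks (20000 bins each) and returned 100% of them. The median IP reads of wild-type H3K27me3 were 322 per 100 bp bin and 1468 per 1 kb bin, and those of H3.3K27M were 113 and 519. This rise is larger than a maximum within the bin would readily give, and smaller than that of the bin width. Neighbouring bins can thus share reads, and the recovered reads are not library totals. They are used for depth, for log2 ratios in 10 kb bins (with 1 scaled read added to IP and to input) and for checks of depth, not for a count test. Unsolved bins were left out of the means and counted as empty when reads were thinned. In the 4 tracks deposited in both forms, this log2 ratio had a Pearson r of at least 0.985 with the deposited 10 kb log2 track. It was also offset from that track. The median difference for H3K27me3 was 0.11 in the wild type and 0.054 in H3.3K27M. For H3K36me3 it was 0.27 in the wild type and 0.19 in H3.3K27M.

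The contrast between X and the autosomes was the mean of a 100 bp input-subtracted track over X minus its mean over the autosomes, compared between 3 strains with K27M and 3 without by a two-sided exact permutation test. For the test in bins, the 100 bp values were averaged over 10 kb and fitted with limma (lmFit and eBayes, without trend and not robust), with strains as replicates and Benjamini-Hochberg adjustment at 0.05. A few bins were exactly 0 in all 6 tracks, and limma offset their variance from 0. In simulated data with the spread of the real bins and 200 of 10024 bins shifted by the mean observed difference (54.2 scaled reads), this fit made 0 calls, although 98.0% of the shifted bins had the right sign. With a shift 4 times larger (216.9), it called 96.0% of the shifted bins, and 4.00% of its calls were false. With 5012 of 10024 bins shifted by 54.2, it called 78.8% of them, and 2.66% of its calls were false. Few scattered changes of average size would thus be missed, whereas widespread changes of that size are found.

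All comparisons of single strains used medians, quartiles and correlations over bins, without p-values, because each strain had 1 track. Intervals of a median came from binomial order statistics and intervals of a share from the Wilson method, both at 95%; they cover sampling of bins only. The classes of bins used a threshold of 0 on the log2 tracks, since the study states none. The prediction of mutant H3K27me3 used least squares with the 1 kb log2 tracks, scoring each chromosome on a fit to the others; in the polynomials of degree 7, predictors beyond the range of the fitted chromosomes were set to its limit. On 20000 simulated bins made with an R2 of 0.5, the procedure returned 0.496 and ranked the right model first.

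Sites were named by a rule fixed before the data were examined: the 3 longest uninterrupted runs of 1 kb bins of each autosomal class, and the 3 largest rises and 3 largest falls among 10 kb bins with an adjusted p below 0.05 and the same sign in all 3 background pairs, taken from the labels. The gene table at hand was of another build (WBcel235), so no coordinate was taken from it and no gene is named. The tests, samples and most alternatives were also fixed before the data were examined. The alternatives were another unit or bin size, medians in place of means, autosomes only, centring or quantile normalization of the tracks or division by their autosomal SD, filters on bins with an exact 0, an absolute log2 above 5 or the lowest 10% of signal, eBayes with trend and robust, a background pair as block, each background pair left out, other class thresholds or defining strains, and other tracks as predictors. The other class thresholds were 0 after centring, and above 0.25 against below -0.25 with the bins between left unclassed. Alternatives added after the data were seen were the log2 ratio of recovered reads for all 6 strains and the exclusion of X beyond the input step of the duplication library. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.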

Results

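The data describe where a repressive histone mark, an active histone mark and a tagged histone lie along the genome of the nematode C. elegans, with and without an oncohistone mutation. The mutation, K27M, puts methionine in place of the lysine that Polycomb repressive complex 2 (PRC2) methylates to give H3K27me3. Native ChIP-seq, in which MNase-digested chromatin is precipitated without crosslinking, was made from nuclei of adult worms grown at 20 °C, a preparation rich in germ-cell nuclei. The 20 libraries were 10 immunoprecipitated (IP) libraries and 10 matching inputs from 8 strains. H3K27me3 was measured in 6 strains, with an antibody that recognizes the di- and trimethylated residue. Of these, 3 lacked K27M: the wild type, a strain whose H3.3 carries the chaperone recognition motif of canonical H3 (H3-like), and a strain with a duplication of part of chromosome X joined to chromosome I (duplication). The other 3 carried K27M and, by their labels, match those backgrounds: H3.3K27M, H3-like K27M and duplication H3.3K27M. The position of the histone itself was measured through an OLLAS epitope tag in 2 strains, H3.3 OLLAS and H3.3K27M OLLAS. H3K36me3, a mark of transcribed chromatin, was measured in the wild type and in H3.3K27M. Each group held 1 library, so no value of a single strain has a replicate error, and the only replication was that of the K27M contrast over 3 backgrounds. The backgrounds are those of the labels: the input along X differed between the libraries labelled duplication and duplication H3.3K27M, as described below, so this pair was not matched in all but K27M.

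Depth differed between the tracks. Whole reads could be recovered from at least 99.98% of the 100 bp bins of each input-subtracted track. The median number of reads per 100 bp bin in the H3K27me3 libraries was 322 in IP and 301 in input for the wild type, and 113 and 234 for H3.3K27M. It was 72 and 105 for H3-like, and 80 and 114 for H3-like K27M. The duplication library had 85 reads in IP and 45 in input, and duplication H3.3K27M had 35 and 42. H3.3 OLLAS had 203 and 178 reads per bin, and H3.3K27M OLLAS had 99 and 61. The H3K36me3 libraries were the shallowest pair, with 40 reads in IP and 39 in input for the wild type, and 33 and 24 for H3.3K27M. All tracks were scaled to the same number of reads, and what 1 read was worth after scaling varied 12.1-fold. Values therefore show how signal was distributed along the genome of a strain, not how much of a mark the strain held. The medians per bin also depend on where the signal lies, so they do not rank the read totals. In H3.3K27M, for example, 1 IP read was worth 0.471 and 1 input read 0.447, although the H3K27me3 medians were 113 and 234.

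The first comparison asked whether H3K27me3 is retained on chromosome X relative to the autosomes when K27M is present. The measure was the mean input-subtracted signal per 100 bp bin on X minus the mean on the 5 autosomes, in scaled reads. In strains without K27M it was 40.4 in the wild type, 31.8 in H3-like and 41.0 in duplication. In strains with K27M it was 166.9 in H3.3K27M, 202.9 in H3-like K27M and 144.6 in duplication H3.3K27M. The mean was 37.7 ± 5.15 (SD, n = 3 strains) without K27M and 171.5 ± 29.4 (SD, n = 3 strains) with it. The difference of 133.7 scaled reads had a two-sided exact permutation p of 0.1, which is the smallest p that 3 strains against 3 can give. The 3 background pairs differed by 103.6 to 171.1, more than either SD. On the scale of input-subtracted reads, leaving out the H3-like pair moved the difference furthest among the left-out pairs, to 115.0, and the median over bins in place of the mean gave 156.7. The right part of X in the duplication library was covered more deeply than the rest of X. Without that part of X, the difference was 136.3, and without the duplication pair altogether it was 148.8.

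**Figure D1:**
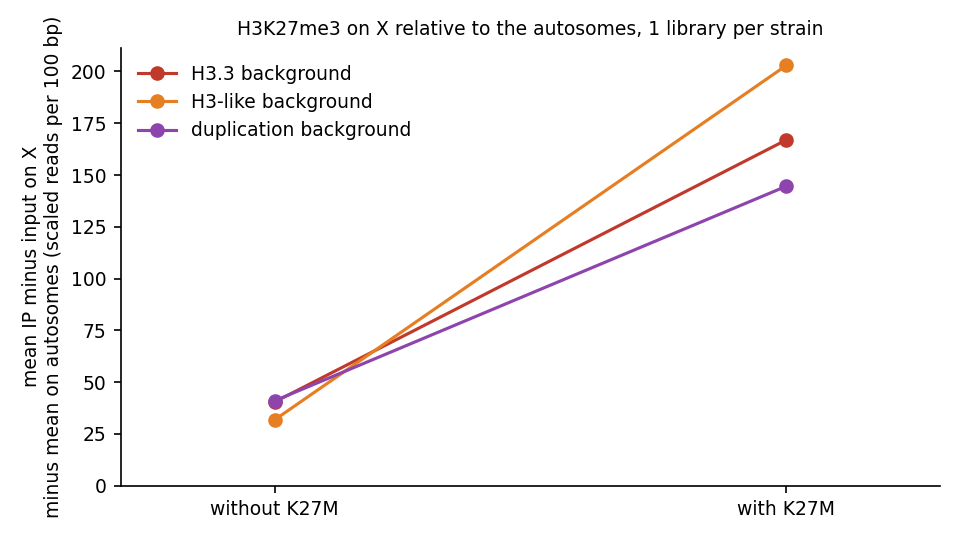
Each point is 1 strain, and each line joins a background without and with K27M; the vertical axis is the mean IP minus input on X minus the mean on the autosomes, in scaled reads per 100 bp. The 3 strains without K27M lie between 31.8 and 41.0, and the 3 with K27M between 144.6 and 202.9.

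The same 6 tracks were compared in 10 kb bins to find where the signal changed. With limma and Benjamini-Hochberg adjustment at 0.05, 2072 of 10024 bins were higher and 3797 were lower in strains with K27M. At an unadjusted p of 0.05 the counts were 2131 and 3981, and in 7787 bins all 3 background pairs, as labelled, differed in the same direction. Without the duplication pair, 1933 bins were higher and 2656 lower. On X, 1735 of 1771 bins were higher and 1 was lower. On the autosomes, with the tracks as deposited, most called bins were lower: 774 lower against 25 higher on I, 749 against 86 on II, 776 against 8 on III, 1083 against 19 on IV and 414 against 199 on V. The balance of the calls rested on the scaling. Higher bins made up 35.3% of the calls as deposited, 90.9% with each track centred on its genome-wide median (5220 higher, 524 lower) and 56.2% after quantile normalization (1777 higher, 1383 lower).

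The 3 largest rises that passed the threshold and went the same way in all 3 pairs were on X. Positions are those of the deposited tracks, on the WBcel215 build named in the study's methods; no gene annotation of that build was used here. In the bin from 7070001 to 7080000 of X, the signal rose by 307.9 scaled reads per 100 bp (SE 82.7, limma adjusted p 0.0168). In the bin from 1550001 to 1560000 of X it rose by 272.3 (SE 61.0, limma adjusted p 0.00773). In the bin from 16830001 to 16840000 of X it rose by 262.7 (SE 64.1, limma adjusted p 0.0112). The H3-like pair weighed most on the first of these, in which the 3 pairs rose by 192.5 (wild type), 550.1 (H3-like) and 181.1 (duplication). Without the H3-like pair the rises were 186.8, 197.4 and 194.0 in the same order of bins, so the first bin no longer had the largest of the 3. Without the wild-type pair, these 3 bins had limma adjusted p-values of 0.0755, 0.0592 and 0.0780, no longer past the threshold. Over all alternatives their adjusted p ranged from 9.62e-05 to 0.100, from 0.000259 to 0.0592 and from 0.00106 to 0.0780. On the log2 ratio of recovered reads the same bins rose by 0.83, 1.21 and 1.38, so the first had the smallest rise. On that scale the median over X was 0.50 in the wild type, 0.37 in H3-like and 0.43 in duplication. In H3.3K27M, H3-like K27M and duplication H3.3K27M it was 1.24, 1.39 and 1.17. The first bin thus rose about as much as X as a whole. The 3 largest falls were on V and IV. The bin from 260001 to 270000 of V fell by 272.8 (SE 91.6, limma adjusted p 0.0403), but its adjusted p was 0.310 on the log2 ratio of recovered reads and 0.146 without the duplication pair, in a range from 0.000934 to 0.310 over its alternatives. On IV, the bin from 11070001 to 11080000 fell by 248.5 (SE 39.3, limma adjusted p 0.00178) and the bin from 13360001 to 13370000 fell by 235.7 (SE 32.2, limma adjusted p 0.00108). Both bins on IV stayed past the threshold under every alternative run for them, with adjusted p up to 0.0419 and 0.0236.

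H3K27me3 was next compared chromosome by chromosome between the 4 strains with a log2 IP over input track in 1 kb bins. These comparisons have 1 library per strain and no test. The median on X was 0.39 in the wild type and 0.38 in H3-like, and 1.19 in H3.3K27M and 1.41 in H3-like K27M. Over all autosomal bins the median was 0.24 in the wild type, 0.18 in H3-like, -1.35 in H3.3K27M and -0.84 in H3-like K27M. Taken bin by bin, the median change of H3.3K27M over the wild type was -0.20 on the autosomes (95% interval of the median -0.22 to -0.19) and 0.81 on X. For H3-like K27M over H3-like it was -0.69 on the autosomes (-0.70 to -0.68) and 1.04 on X. These intervals treat bins as independent and do not cover differences between libraries or bin sizes: in the deposited 10 kb tracks the autosomal change of H3.3K27M was -0.52. Centring every track on its own genome-wide median added 1.12 to each change of H3.3K27M and 0.95 to each change of H3-like K27M. The autosomal medians then became positive, 0.92 and 0.26, while X remained above them at 1.93 and 1.99. Centring takes the typical bin as unchanged, whereas the paper's western blot showed a strong fall of total H3K27me3 in both mutants. The centred values are thus a check of scaling and not evidence of autosomal gains.

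The autosomes did not change alike. In H3.3K27M the median change over the wild type was -0.67 on I, -0.33 on II, -0.87 on III and -0.68 on IV, but 0.38 on V. In H3-like K27M over H3-like it was -0.34 on I, -0.72 on II, -0.43 on III, -0.91 on IV and -0.67 on V. With the tracks centred, the change on V was positive in both contexts, 1.51 and 0.28. As a yardstick, 95% of bins differed by less than 1.03 between H3-like and the wild type, which both lack K27M. Of the autosomal bins, 34.2% were lower and 4.70% higher by more than that in H3.3K27M compared with the wild type. In H3-like K27M compared with H3-like, 32.5% were lower and 12.0% higher. In H3-like compared with the wild type, 0.157% were lower and 5.87% higher, of which the total is set near 5% by the yardstick itself.

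**Figure D2:**
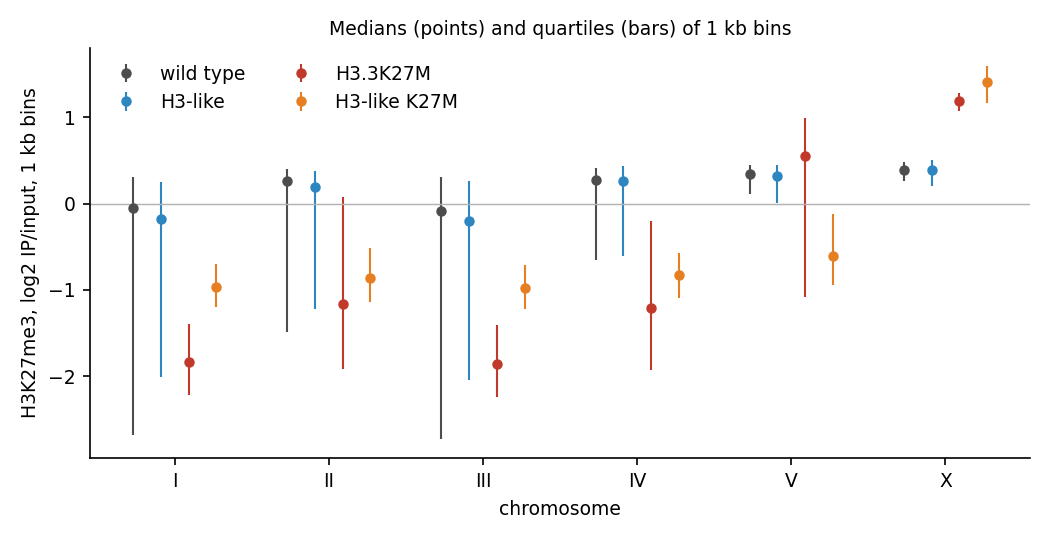
Points are medians and bars the lower to upper quartile of log2 IP over input for H3K27me3 over the 1 kb bins of each chromosome, in 4 strains with 1 library each. On X both strains with K27M lie above both strains without, with medians of 1.19 and 1.41 against 0.39 and 0.38, whereas on V H3.3K27M has a median of 0.55 and H3-like K27M one of -0.61.

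To relate these changes to the starting state, the 1 kb bins of the autosomes were classed by whether log2 IP over input was above 0 in the wild type and in H3.3K27M. Class i (above 0 in both) held 21.7% of all bins (95% Wilson interval 21.5% to 22.0%). Class ii (above 0 in the wild type only) held 30.3% (30.0% to 30.6%), and class iii (above 0 in neither) held 30.0% (29.8% to 30.3%). The bins above 0 in H3.3K27M only made up 0.268% (0.238% to 0.302%), and X, kept apart as class iv, made up 17.7%. Class i covered 60.3% of V but only 4.50% of III. The share of class i was lowest, 7.31%, when the H3-like pair defined the classes, and of the bins in class i by the first definition, 65.5% were in class ii by the H3-like pair. Of the bins in class ii, 88.5% were also in class ii by the H3-like pair.

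Of classes i to iv, tagged histone was lowest in class i. The median log2 IP over input of H3.3K27M OLLAS was -0.66 in class i, -0.04 in class ii, 0.17 in class iii and -0.31 in class iv. The values for H3.3 OLLAS were -0.68, -0.17, 0.23 and -0.30 in the same order. In class i, H3K27me3 changed by a median of 0.41 in H3.3K27M over the wild type and by -0.74 in H3-like K27M over H3-like. These 2 values had the same sign with the tracks centred, at 1.53 and 0.21. In class ii the changes were -1.57 and -1.13, and in class iii they were 0.33 and 0.75. The changes of H3.3K27M in classes i to iii are partly set by the definition, since its own track assigned the bins.

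The longest run of class i bins lay on V from 16042001 to 16312000 (270 kb), with a median H3K27me3 of 0.43 in the wild type, 1.11 in H3.3K27M, 0.41 in H3-like and 0.22 in H3-like K27M. The next were on V from 445001 to 685000 (240 kb), with 0.41, 1.02, 0.36 and 0.34 in the same strains, and on V from 7244001 to 7443000 (199 kb), with 0.41, 1.10, 0.47 and -0.42. In the tracks as deposited, the change from H3-like to H3-like K27M was thus downward in all 3 runs, by medians of -0.16, -0.021 and -0.88 in the same order. This direction rests on the zero point, since centring adds 0.95 to each change in this context, more than any of these falls. The longest run of class ii was on I from 6627001 to 6713000 (86 kb), where the wild type had 0.35 and H3.3K27M had -1.53. Further runs of class ii lay on I from 8139001 to 8213000 (74 kb; 0.37 and -0.98) and from 5006001 to 5079000 (73 kb; 0.27 and -1.60). The longest runs of class iii were on III from 1448001 to 1593000 (145 kb; -2.82 and -2.00), on I from 1135001 to 1255000 (120 kb; -2.66 and -2.05) and on III from 11234001 to 11345000 (111 kb; -2.91 and -2.15).

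Whether K27M itself alters where H3.3 is placed was asked by comparing the OLLAS tracks. Across 100269 bins of 1 kb, H3.3 OLLAS and H3.3K27M OLLAS had a Pearson r of 0.942 and a Spearman rho of 0.944. Bins are not independent replicates, so this and the following correlations describe 1 pair of tracks each and carry no p-value. The alternative that moved r most was input subtraction in place of the log2 ratio, which gave 0.978. The median log2 on X minus the median on the autosomes was -0.20 for H3.3 OLLAS and -0.23 for H3.3K27M OLLAS.

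The H3K36me3 tracks of the wild type and H3.3K27M had a Pearson r of 0.832 and a Spearman rho of 0.830 across 10024 bins of 10 kb. On the input-subtracted scale the Pearson r was 0.403, with a Spearman rho of 0.803. The median H3K36me3 on X was -0.53 in the wild type and -0.48 in H3.3K27M. On the autosomes the median was -0.003 in the wild type and -0.13 in H3.3K27M. H3K36me3 and H3K27me3 were negatively correlated within each strain, with r of -0.46 in the wild type and -0.43 in H3.3K27M. On the input-subtracted scale these values were -0.12 and -0.19.

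The chaperone motif without K27M was tested by setting H3-like against the wild type. Their H3K27me3 tracks had a Pearson r of 0.970 and a Spearman rho of 0.814 across 1 kb bins, and the median difference was 0.03 with an SD of 0.41 over bins. With input subtraction the Pearson r was lower, 0.803, and the rho higher, 0.833. The effect of K27M in the H3.3 context, as H3.3K27M minus the wild type, was then compared with that in the H3-like context, as H3-like K27M minus H3-like. The differences share no track, and across 1 kb bins their Pearson r was 0.729 and their Spearman rho 0.739. The subtracted tracks, wild type and H3-like, are however nearly alike (Pearson r 0.970), which by itself makes the differences correlate. The value for unrelated effects was not computed, so these correlations do not measure how much of the effect is shared. On the input-subtracted scale the Pearson r was 0.207 and the rho 0.721, and on the autosomes alone the Pearson r was 0.660.

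A further question was how far mutant H3K27me3 (z) can be predicted from wild-type H3K27me3 (x) and H3.3K27M occupancy (y). A polynomial of degree 7 in x - y, the form the study used, was fitted to all chromosomes but 1 and scored on the chromosome left out. Over the 6 left-out chromosomes together its R2 was 0.428. The same degree in x alone gave 0.386, y alone gave 0.060, and a quadratic in both gave 0.437. Scored within single chromosomes, the R2 of x - y was 0.63 on V, 0.55 on II and 0.17 on IV, but -0.14 on I and -0.48 on III. On X it was -20.8, so the fit to the autosomes predicted X worse than the mean of X did. Scored on the same chromosomes, x alone gave 0.46 on V, 0.46 on II, 0.18 on IV, -0.39 on I and -0.82 on III. It was thus below x - y on I, II, III and V and slightly above it on IV. On X, x alone gave -18.8, also above x - y. Both models varied widely between the autosomes. With autosomes only, x - y gave 0.546 and x alone 0.414, whereas with means over 10 kb x alone gave 0.531 and x - y 0.518, so the order of these models changed with the bin size.

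Bins were therefore also matched on their starting level. The autosomal bins were split into quintiles of wild-type H3K27me3, and each of these into quintiles of H3.3K27M occupancy. From the lowest to the highest occupancy quintile, the median of mutant H3K27me3 changed by 0.09, -0.09, -1.73, -2.11 and -1.87 in the quintiles of wild-type H3K27me3 from low to high. The large falls were thus in the upper 3 quintiles. Mutant H3K27me3 was low at every occupancy in the lower ones, with medians of -2.34 to -2.26 in quintile 1 and -1.91 to -1.74 in quintile 2. A missing fall there therefore does not show that occupancy has no effect. Quintile 2 was also loosely matched, with median wild-type values from -0.82 to -0.23 between its occupancy quintiles. The mean over the 5 quintiles was -1.14 on the autosomes. On X it was -0.069, and the quintiles of X ranged from -0.10 to 0.008. Means over 10 kb in place of 1 kb moved the autosomal value most, to -0.84, and gave -0.04 on X.

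**Figure D3:**
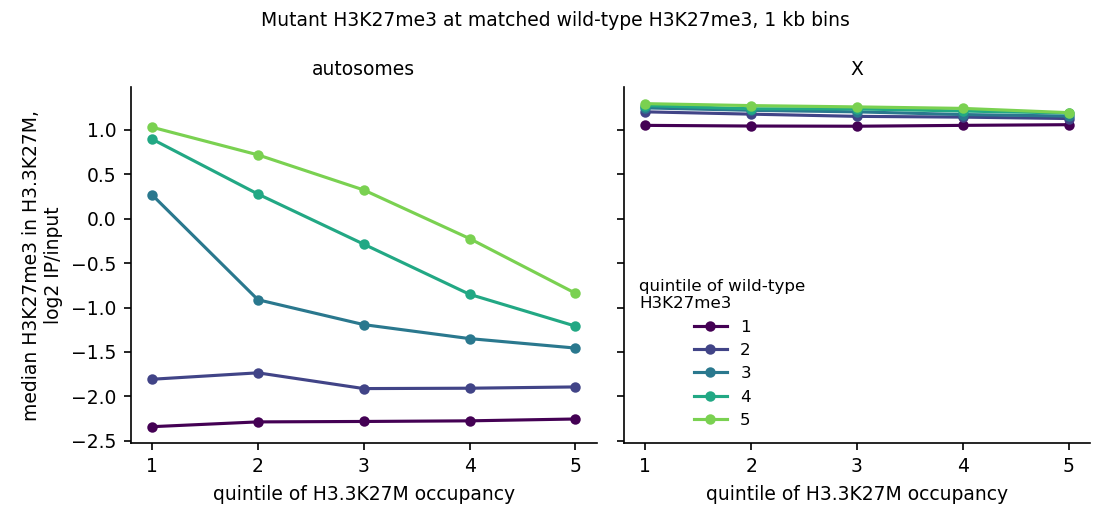
Points are medians of log2 IP over input of H3K27me3 in H3.3K27M over 1 kb bins, by quintile of H3.3K27M occupancy (horizontal axis) within quintiles of wild-type H3K27me3 (colours), for the autosomes (left) and X (right). Between the lowest and highest occupancy the median changed by -1.73, -2.11 and -1.87 in the upper 3 quintiles of wild-type H3K27me3 on the autosomes, and by 0.008 to -0.10 on X.

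The duplication strains gave a further pair with and without K27M. The mean input-subtracted H3K27me3 on X was 34.3 scaled reads per 100 bp in duplication and 121.5 in duplication H3.3K27M, compared with 41.2 in the wild type and 141.0 in H3.3K27M. The difference within the duplication pair, 87.2, was positive in 18 of 18 windows of 1 Mb along X (mean 87.1, SD 9.97 over windows). On the log2 scale of recovered reads the difference on X was 0.73. On I the means were -28.2 in duplication and -54.7 in duplication H3.3K27M. The input of the library labelled duplication was 1.47 times higher from 12130001 to the end of X than before it, whereas that of the library labelled duplication H3.3K27M was level, with a ratio of 1.01. The library labelled duplication H3.3K27M thus did not carry this part of X as the duplication library did, and the pair is read here as a comparison of its labels.

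**Figure D4:**
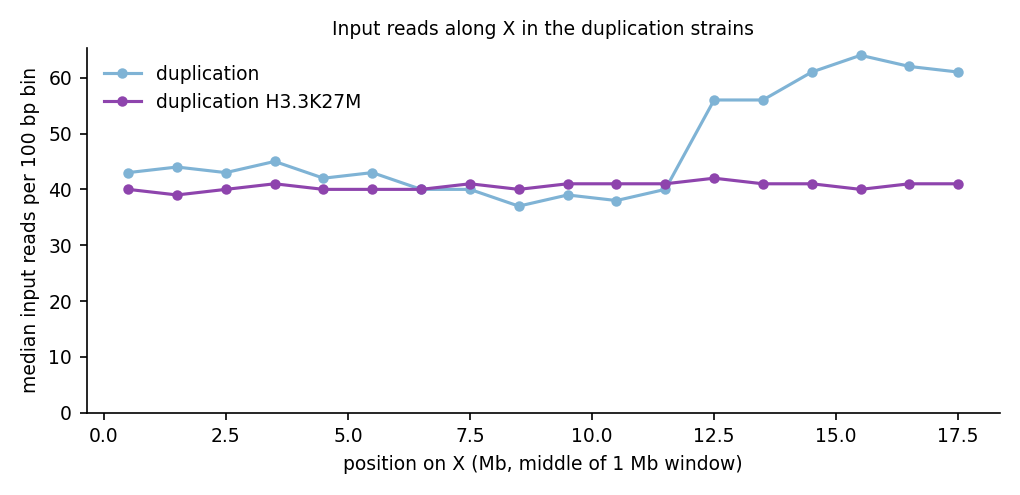
Points are the median input reads per 100 bp bin in windows of 1 Mb along X, for the libraries labelled duplication and duplication H3.3K27M. In the duplication library the windows from 12000001 onwards have 56 to 64 reads and the earlier ones 37 to 45, and in duplication H3.3K27M all windows have 39 to 42.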

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

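Of the tests in this part, those of thinned reads and of bins classed on the duplication pair were set out before their results were seen; the tests of scaling, of the duplication pair on V, and of the input along X, and the alternative without X beyond the step, were chosen afterwards.

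Chromosome V stood out because H3K27me3 moved in opposite directions in the 2 contexts. The median log2 change was 0.38 in H3.3K27M over the wild type and -0.67 in H3-like K27M over H3-like. The difference between the contexts was not tested, since each strain has 1 library. The signs rest on the zero point: with each track centred on its median, the change on V was 1.51 in the H3.3 context and 0.28 in the H3-like context, so that a library-wide scaling cannot be told apart from a true opposition of sign. What scaling does not produce is the place of V among the autosomes. V exceeded the other autosomes by 0.99 in the H3.3 context and by 0.02 in the H3-like context, a difference of 0.96 (0.66 to 1.20 over 1000 resamplings of 1 Mb blocks), and a common shift would leave this at 0. The interval covers the sampling of blocks only, not differences between libraries, and V was singled out after its values were seen. The 2 amounts were not of opposite sign. Depth stays open. H3.3K27M and the wild type were thinned to the median reads per bin of H3-like K27M and H3-like, not to their read totals. For H3.3K27M this kept 70.8% of IP and 48.7% of input reads. The 10 kb change on V was then 0.26, as it was before thinning (0.26). Random thinning hardly moves a median over such bins, so this decides nothing. A single aberrant H3.3K27M library would leave no rise in the duplication pair, but the change on V there was 0.16, against -0.63 in the H3-like pair by the same measure. That rise is no larger than some offsets of recovered from deposited log2 ratios (0.054 to 0.27), so its sign is not firm. In input-subtracted means, V rose from 14.3 in duplication to 33.9 in duplication H3.3K27M, while I, II, III and IV fell. What stays open, besides depth, is an unusual H3-like K27M library, for which no second strain exists, and the biological difference that the design names, the placement of the histone. Placement of H3-like K27M was not analysed here, so for these data it remains an untested hypothesis. The paper did measure it: its ChIP-seq of the H3-like oncohistone found more incorporation in domains i and iv. It reported that this affected H3K27me3 on the autosomes and not on X.

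Class i bins were marked for the same reason. Their median change was 0.41 in H3.3K27M over the wild type and -0.74 in H3-like K27M over H3-like, and the difference was again not tested. Class i was defined on the H3.3K27M track, so a rise there could come from choosing bins by chance highs of that track. When the class was instead defined at 10 kb on the duplication pair (2067 bins), which uses neither track, H3.3K27M still rose by a median of 0.37 over the wild type, and the H3-like pair changed by -0.67. Choice of bins on the same track is therefore not the whole cause. With the tracks centred, the class i change in the H3-like context was 0.21, so the opposition of sign has the same limit as on V. As V is mostly class i, these are not separate observations.

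The input of the duplication library, which no comparison uses by itself, stepped up along X. From 12130001 to the end of X, the median input was 1.47 times that before it. In the other 5 H3K27me3 libraries this ratio was between 0.98 and 1.01. Extra copies of this part of X would raise IP and input alike. The strain's label gives an X;I duplication, without its limits. IP rose 1.44-fold across the step, and log2 IP over input changed by -0.013, within the range of the other libraries (-0.06 to -0.001). The test came out as extra copies need. Input in this library was also higher at the ends of other chromosomes than in their middle, except at the right end of IV (0.881 of the middle), but by at most 1.27-fold, compared with 1.55-fold at the right end of X, so that this trend falls short as the whole source of the step. The library labelled duplication H3.3K27M did not show the step: its ratio was 1.01, where carrying the same duplication in most worms would need a value near 1.47. Whether the strain had lost the duplication, the worms of this library did not carry it, or the label is wrong stays open. Its H3K27me3 track had a Pearson r of 0.977 with that of H3.3K27M in 10 kb bins, which holds for any of these. Without X beyond the step, the difference within the duplication pair was 91.6 and that over all 6 strains was 136.3, so the step did not decide either result.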

How the results depend on the processing

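The alternatives run on recovered reads and without X beyond the input step were chosen after seeing the data, and the test of other splits of the tracks was set out before its result was seen. The contrast between X and the autosomes was higher with K27M under every alternative run for it, from 115.0 to 148.8 across the 3 comparisons that each left out one background pair. No alternative could bring its exact permutation p below 0.1, so that p says nothing about stability.

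Of the 10 splits of the 6 tracks into 3 and 3, 1 gave as many 10 kb bins past the threshold: the real one, with 5869, against 0 in each other split. With 10 splits no share under 0.1 is possible. Centring each track on its median gave 5220 higher and 524 lower bins (90.9% higher, against 35.3% as deposited), and quantile normalization gave 1777 and 1383 (56.2% higher), so the balance depends on the scaling. In 1 kb bins, of which there are more, the counts were 19553 and 33060. Fitting the background pair, as labelled, as block gave 2132 and 3626, and leaving out one pair gave 1892 to 2916 higher and 2656 to 3824 lower. Of the 54 alternatives for named 10 kb bins, 9 were no longer past the threshold, none on IV, and none reversed.

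Centring raised every change between strains. The autosomal medians reversed, to 0.92 in the H3.3 context and 0.26 in the H3-like context, V in the H3-like context reversed to 0.28, and X rose to 1.93 and 1.99. This follows from the shift that centring adds. With 10 kb tracks the autosomal change in H3.3K27M was -0.52, and without bins of exactly 0 or beyond 5 it was -0.23, against -0.70 in the H3-like context; the cause was not tested.

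The shares of classes i, ii and iii were 17.1%, 18.5% and 26.3% when bins had to lie above 0.25 or below -0.25, which leaves the bins between unclassed and so lowers every share. They were 25.5%, 11.7% and 38.1% after centring, 22.2%, 26.5% and 33.4% in 10 kb bins, and 7.31%, 41.9% and 32.6% with H3-like and H3-like K27M as the defining strains. This last setting reads another pair of strains, H3-like K27M over H3-like, in which the class i runs on V changed by -0.16 from 16042001, -0.021 from 445001 and -0.88 from 7244001. Why the shares differed between settings was not tested.

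Input subtraction in place of log2 ratios changed the Pearson correlations. That of the OLLAS tracks was 0.978, that of H3-like with the wild type 0.803, that of the K27M effects in the 2 contexts 0.207 and that of the H3K36me3 tracks 0.403. H3K36me3 with H3K27me3 gave -0.12 in the wild type and -0.19 in H3.3K27M. X minus autosomes was -12.0 scaled reads for H3.3 OLLAS and -13.3 for H3.3K27M OLLAS. Means over 10 kb gave 0.974, 0.991 and 0.738 for the first 3 correlations, and -0.21 and -0.26 for the OLLAS contrasts. On the autosomes alone, H3-like with the wild type gave 0.971, the contexts 0.660, and H3K36me3 with H3K27me3 -0.43 in the wild type and -0.38 in H3.3K27M. Leaving out bins of exactly 0 or beyond 5 gave 0.942 for OLLAS. The cause of these shifts was not tested. On recovered reads, the difference on X in the duplication pair was 0.73, on another scale.

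Over all results and alternatives, 188 comparisons were made. For the main results, 41 of them moved and 2 reversed. For named sites and V, 9 were weaker, 19 moved and 4 had the opposite sign. On the class i runs of V, the opposite sign came from reading the H3-like pair instead. The limits differed between kinds of result, so these counts do not measure stability. An r of 0.9415 against 0.9422 counted as moved, as did some changes of unit, whereas an R2 of 0.428 against 0.546 did not. The remaining comparisons are not counted as stable, since some of them, such as those of the permutation p, could not have come out otherwise. Depth limits the shallow tracks most: the median bin of the H3K36me3 track of H3.3K27M rested on 33 IP and 24 input reads.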

Other observations

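Of the tests in this part, that of occupancy against H3K36me3 was set out before its result was seen; those of equal-read scaling and of uneven input were chosen afterwards.

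Equal-read scaling lets a loss on the autosomes raise X. A common shift would change X and the autosomes alike, but X exceeded the autosomes by 1.02 in the H3.3 context and by 1.73 in the H3-like context, so the relative gain of X is not made by a common shift. Whether X itself rose cannot be told apart from a fall elsewhere: its median change of 0.81 in H3.3K27M is fixed only relative to the rest of the genome. From these tracks, a retained level on X and a true gain on X both stay open, and so does the biological difference in the design, K27M. The paper has other evidence, on protein. Its western blot showed a strong fall of total H3K27me3 in H3.3K27M and H3-like K27M worms. Its immunofluorescence of germ cells showed loss from most chromatin, with the mark remaining on X.

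Regions with much H3.3K27M may lose the mark for another reason, namely that they are transcribed and rich in H3K36me3. In 8253 autosomal bins of 10 kb, the left-out R2 of wild-type H3K27me3 alone was 0.477. It was 0.511 with wild-type H3K36me3 added, 0.658 with occupancy added and 0.654 with both. Occupancy thus added 0.143 once wild-type H3K36me3 was in the fit, and the left-out error fell on 5 of 5 autosomes. Wild-type H3K36me3 as measured here is not the whole reason. The H3K36me3 track of H3.3K27M was not put in the fit. Over all 10 kb bins it had the stronger correlation with wild-type H3K27me3, a Pearson r of -0.675 against -0.46 for wild-type H3K36me3. The H3K36me3 tracks are shallow, and other properties of transcribed chromatin were not analysed here, so a role of the placed histone itself remains a hypothesis.

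The duplication track resembled the wild-type track less than its IP reads did. In 10 kb bins, the Spearman rho of duplication with the wild type was 0.81 for input-subtracted signal and 0.942 for IP reads. Uneven input in the duplication library could produce this. For duplication with H3-like, however, the order was opposite, at 0.930 for input-subtracted signal and 0.900 for IP reads, so uneven input cannot be told apart from a difference between strains.

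The last window of chromosome I, from 15000001, had a mean input-subtracted H3K27me3 of -605.2 in duplication, -275.7 in duplication H3.3K27M, -40.3 in the wild type and -590.0 in H3.3K27M. The H3K27me3 of the wild type and the H3K36me3 of H3.3K27M, in 10 kb bins, had a Pearson r of -0.675.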
